A study of Homo sapiens with 32 samples.

How the data were processed

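The study used HEK293T cells, an established human embryonic kidney line. According to the labels, plasmids that do not integrate and that carried several guide RNAs for one gene together with a fluorescent reporter were transfected, single fluorescent cells were sorted, and colonies were screened at the protein level. A single clone per gene was used for IGF2BP1, IGF2BP2 and IGF2BP3, and a control with a guide that targets no gene was made in parallel. The labels do not state whether the control is a single clone or a pool, or whether it is the same in all batches. Total, nuclear and cytoplasmic RNA were prepared with a commercial fractionation kit, and stranded poly(A) libraries were sequenced as paired reads. The aligner, the genome build, the annotation, the counting program and whether reads were counted by strand are not stated in the labels.

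The starting values were raw read counts per gene that the authors deposited, in a table for each of the 3 RNA kinds. The authors also deposited FPKM values, which are scaled for transcript length and depth, for the same libraries. The FPKM values were used only in alternative fits. The factor between counts and FPKM followed median-ratio size factors of each table to within 1.37% and departed from the library totals by up to 20.1%, so the deposited FPKM values carry a scaling other than the plain library total. The count tables held 62703 Ensembl gene identifiers, of which 58279 were in GENCODE 29. No symbol was given for 20403 identifiers, which took 0.349% to 0.713% of the counts of a library. The FPKM tables held 58270 identifiers, 58225 of them shared with the count tables. Chromosomes and positions came from GENCODE 29 on GRCh38 and were matched by Ensembl identifier, so they need not be those of the annotation used for counting.

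Within each RNA kind all libraries entered a single edgeR quasi-likelihood fit (edgeR 4.0.16, R 4.3.3), with TMM normalization, the default filter on low counts by group, a term for each knockout and a term for the batch given in the labels. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. Fold changes are given as log2 of knockout over control, with the standard error taken from the F statistic. The IGF2BP1 knockout was in batches 1 and 2, the IGF2BP2 and IGF2BP3 knockouts were in batches 3 and 4, and the control was in batches 1 to 4. A further 2 cytoplasmic libraries of the IGF2BP3 knockout formed batch 5, which held no control. Its batch term absorbs their difference from the control, so these 2 libraries contributed to the estimate of spread and not to the fold change. Counts scaled to the library total (CPM) are given with the standard deviation (SD) between libraries.

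The change of the nuclear to cytoplasmic ratio was tested in an edgeR fit of the nuclear and cytoplasmic libraries of batches 1 to 4, with a term for each genotype and batch, a compartment term, a batch by compartment term and an interaction of compartment with each knockout. Nuclear and cytoplasmic RNA of the control were compared with a batch term. The biological coefficient of variation was 7.87% in total RNA, 6.88% in nuclear RNA, 2.89% in cytoplasmic RNA, 5.41% in the ratio fit and 6.53% in the comparison of the fractions.

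The lists of genes were 60 interferon-stimulated genes, 44 genes of innate sensing and 25 mRNAs described as IGF2BP targets, written from general knowledge, together with 8 nuclear, 8 cytoplasmic and 8 mitochondrial marker genes. Each of the first 3 lists was tested with camera (limma 3.58.1) at a preset correlation of 0.01, with adjustment over the 27 list tests. Agreement between fits was measured as a correlation across genes and set beside 20 simulations in which no knockout had an effect and the same control counts were shared. A list of 25 genes of the integrated stress response was added after the data had been examined.

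The designs, tests, first 3 lists, markers, alternatives and the rule for naming genes were fixed before the data were examined. Named genes were the 3 targeted genes; per knockout, the 2 genes that rose and the 2 that fell most in total RNA among those called in the same direction in the 3 RNA kinds and in every same-batch pair with a mean of at least 1 CPM; the 3 that rose and the 3 that fell with the largest smallest change in total RNA of all knockouts; up to 3 called genes per list and knockout; the 2 that rose and the 2 that fell most in the ratio per knockout; and the markers. Genes with sequence relatives, overlapping neighbours or antisense partners can exchange reads, and this was not examined at the level of reads.

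Alternatives replaced TMM by DESeq2-type size factors (RLE) or by the upper quartile, replaced edgeR by DESeq2 1.42.0 or by limma on log2(FPKM + 1) or log2(FPKM + 0.1), dropped the batch, removed or raised the filter, used only the batches of a knockout, and left out each library. The alternatives with exchanged batches, with batches joined in pairs, without the library described next, and with the control ratio removed from the ratio fit were chosen after seeing the data.

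Every pair of libraries was compared. The total RNA library 2 of the IGF2BP1 knockout and the nuclear library 1 of the same knockout held identical counts at all 62703 identifiers, and no other pair was identical. Both columns were kept as deposited. The labels do not show which of the columns is in its place.

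Whether libraries of a batch deviate together was checked from the deviations of same-batch knockout and control libraries. Across genes these deviations correlated between -0.277 and 0.0502 over the 9 pairs of knockout and RNA kind, so the batch numbers carried little shared deviation between a knockout library and the control library of its batch. With the batches joined in pairs, the calls in total RNA were 4577, 8849 and 8868 for the IGF2BP1, IGF2BP2 and IGF2BP3 knockouts. With the batches of a knockout exchanged, where the correlation was below -0.1, they were 4994, 8798 and 8860.

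The fits were tried on simulated counts in which 200 genes per knockout were changed. Between 92.5% and 97.5% of them were recovered within an RNA kind and between 79.0% and 85.0% for the ratio, and other genes made up 1.21% to 5.85% of the calls. The list raised in the simulation was called, and none of the tests of unchanged lists was called. Chromatin accessibility data mentioned for the series were not analysed here.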

Results

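The data described poly(A) RNA of HEK293T cells, a human embryonic kidney line, in which one of the RNA-binding proteins IGF2BP1, IGF2BP2 or IGF2BP3 had been knocked out with CRISPR, beside a non-targeting control. Total RNA, nuclear RNA and cytoplasmic RNA were sequenced. Each of the 3 RNA kinds had 4 control libraries and 2 libraries of each knockout, except for the cytoplasmic IGF2BP3 knockout, which had 4. Each knockout was a single clone, so the libraries of a knockout repeat the measurement of that clone, and differences between clones from other sources than the edited gene were not separable from the knockout by these libraries. The title of the series names innate immune signalling, and the comparisons ask which RNAs changed in each knockout, whether genes of innate immunity were among them, and whether the distribution between nucleus and cytoplasm changed.

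The depth of a library ranged from 13689067 counts (nuclear IGF2BP2 knockout 1) to 26119480 counts (cytoplasmic IGF2BP3 knockout 2). Total RNA had 23421796, 19204475, 21368726 and 17466110 counts in control libraries 1 to 4, 20143403 and 21232940 in the IGF2BP1 knockout, 16179939 and 23449208 in the IGF2BP2 knockout, and 24690494 and 20105261 in the IGF2BP3 knockout. Nuclear RNA had 19385770, 26093403, 20745646 and 15992797 counts in control libraries 1 to 4, 21232940 and 21499817 in the IGF2BP1 knockout, 13689067 and 22128127 in the IGF2BP2 knockout, and 18686274 and 18969584 in the IGF2BP3 knockout. Cytoplasmic RNA had 20791493, 21758636, 16720159 and 18219527 counts in control libraries 1 to 4, 20827519 and 19320006 in the IGF2BP1 knockout, 24499210 and 21727586 in the IGF2BP2 knockout, and 23223192, 26119480, 23444533 and 22770784 in the IGF2BP3 knockout. A count of 0 in a library allows up to 3 counts, and this floor covers counting error only.

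Replicates of a group from the same pair of batches correlated between 0.996 and 0.998 across genes on the log scale, over 14 pairs of libraries that do not include the identical library. The 2 pairs of IGF2BP1 knockout replicates that include it correlated at 0.988 in total and 0.995 in nuclear RNA. Control libraries of batches 1 or 2 correlated with those of batches 3 or 4 between 0.990 and 0.994 over 12 pairs. Cytoplasmic IGF2BP3 knockout libraries of batches 3 or 4 correlated with those of batch 5 at 0.985 in each of 4 pairs, below the range of the controls. Genes are not independent replicates in these correlations. The first principal component took 46.7% of the variance in total RNA, 48.3% in nuclear RNA and 45.0% in cytoplasmic RNA, and separated the IGF2BP2 and IGF2BP3 knockouts from the control and the IGF2BP1 knockout. The second component took 20.6%, 20.7% and 23.3% and separated the IGF2BP2 from the IGF2BP3 knockout.

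**Figure D1:**
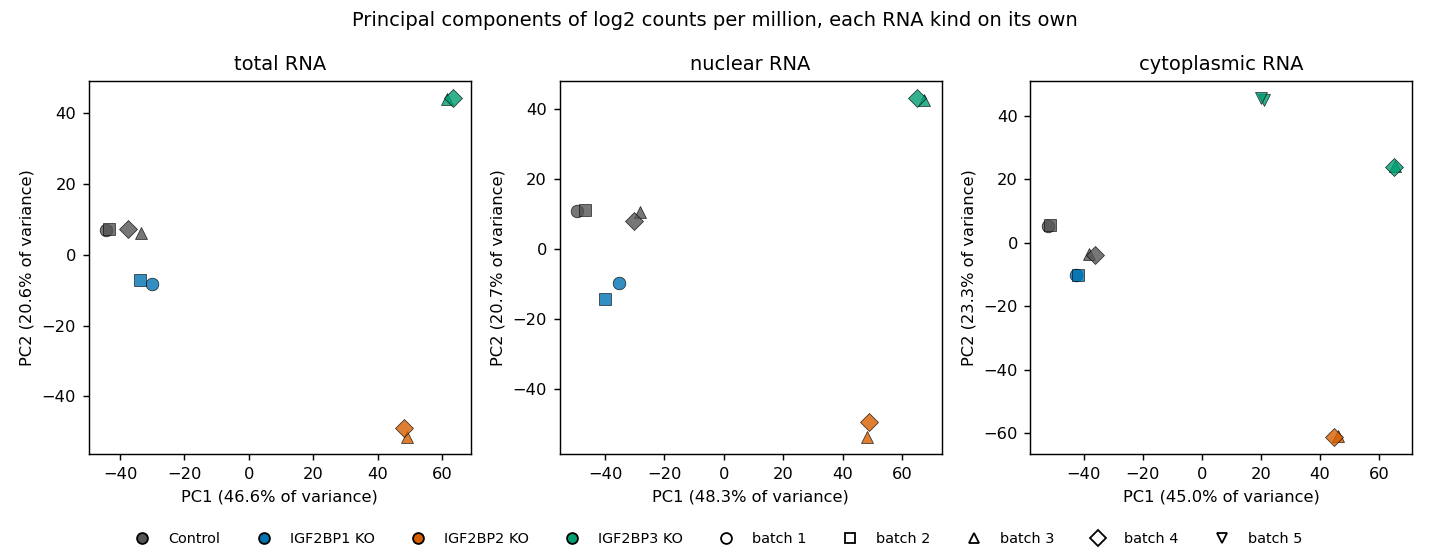
Principal components of log2 CPM in total, nuclear and cytoplasmic RNA, with the score on component 1 on the horizontal axis and on component 2 on the vertical axis, each with its percentage of variance; a point is a library, its colour the genotype and its shape the batch. The cytoplasmic IGF2BP3 knockout libraries of batch 5 had scores of 21.1 and 19.9 on component 1, against 65.4 and 64.9 for those of batches 3 and 4.

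The total RNA library 2 and the nuclear library 1 of the IGF2BP1 knockout were identical, with a total of 21232940 counts, 26176 identifiers above 0 and 0 of 62703 identifiers that differed. In the other 3 pairings of a total with a nuclear library of this knockout, 16163 of 16409, 16423 of 16650 and 16326 of 16565 expressed identifiers differed. The FPKM values of the identical total and nuclear libraries differed by a constant factor of 0.983. The identical library correlated at 0.995 with nuclear library 2 and at 0.988 with total library 1 of the same knockout. All values of the IGF2BP1 knockout in total RNA and in nuclear RNA rest in part on this shared library. So do its values for the ratio and for agreement between total and nuclear RNA. Without the shared library, 1 library of this knockout remains in either or both RNA kinds, and no calls were made in such fits. Cytoplasmic values of the IGF2BP1 knockout do not contain the shared library. In total and in nuclear RNA the genotypes share the estimate of the spread in a single fit. The shared library therefore also enters the tests of the IGF2BP2 and IGF2BP3 knockouts there.

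The first question was whether the RNA of each targeted gene was lower in its own knockout. IGF2BP1 (ENSG00000159217, chromosome 17, 48997412 to 49055650, plus strand) fell in the IGF2BP1 knockout from 442.1 CPM ± 34.5 (SD, n = 4) in the control to 25.9 CPM ± 1.70 (SD, n = 2) in total RNA, by -4.23 on the log2 scale (SE 0.107, adjusted p 1.1e-10). In nuclear RNA the change was -3.98 (SE 0.115, adjusted p 1.34e-30) and in cytoplasmic RNA -4.28 (SE 0.0484, adjusted p 2.39e-36), to 21.7 CPM ± 0.222 (SD, n = 2) from 367.3 CPM ± 37.2 (SD, n = 4). IGF2BP2 (ENSG00000073792, chromosome 3, 185643739 to 185825056, minus strand) fell in the IGF2BP2 knockout from 88.6 CPM ± 15.3 (SD, n = 4) to 34.6 CPM ± 0.351 (SD, n = 2) in total RNA, by -1.31 (SE 0.119, adjusted p 2.73e-06). The change was -1.39 in nuclear RNA (SE 0.106, adjusted p 4.35e-15) and -1.35 in cytoplasmic RNA (SE 0.0537, adjusted p 4.91e-21). IGF2BP3 (ENSG00000136231, chromosome 7, 23310209 to 23470467, minus strand) fell in the IGF2BP3 knockout from 83.6 CPM ± 3.56 (SD, n = 4) to 44.04 CPM ± 0.949 (SD, n = 2) in total RNA, by -1.19 (SE 0.0989, adjusted p 1.25e-06). The change was -0.95 in nuclear RNA (SE 0.0961, adjusted p 1.8e-11) and -1.21 in cytoplasmic RNA (SE 0.0567, adjusted p 4.05e-19). Each decrease was seen in both same-batch pairs. The fitted level in the own knockout, as a percentage of the control, was 5.31%, 6.34% and 5.16% for IGF2BP1, 40.2%, 38.1% and 39.3% for IGF2BP2 and 43.8%, 51.7% and 43.2% for IGF2BP3 in total, nuclear and cytoplasmic RNA. The alternative that moved IGF2BP1 in total RNA most was limma on log2(FPKM + 1), which gave -2.70, with adjusted p up to 0.00512 over the alternatives. Poly(A) counts do not show whether the remaining RNA encodes protein.

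**Figure D2:**
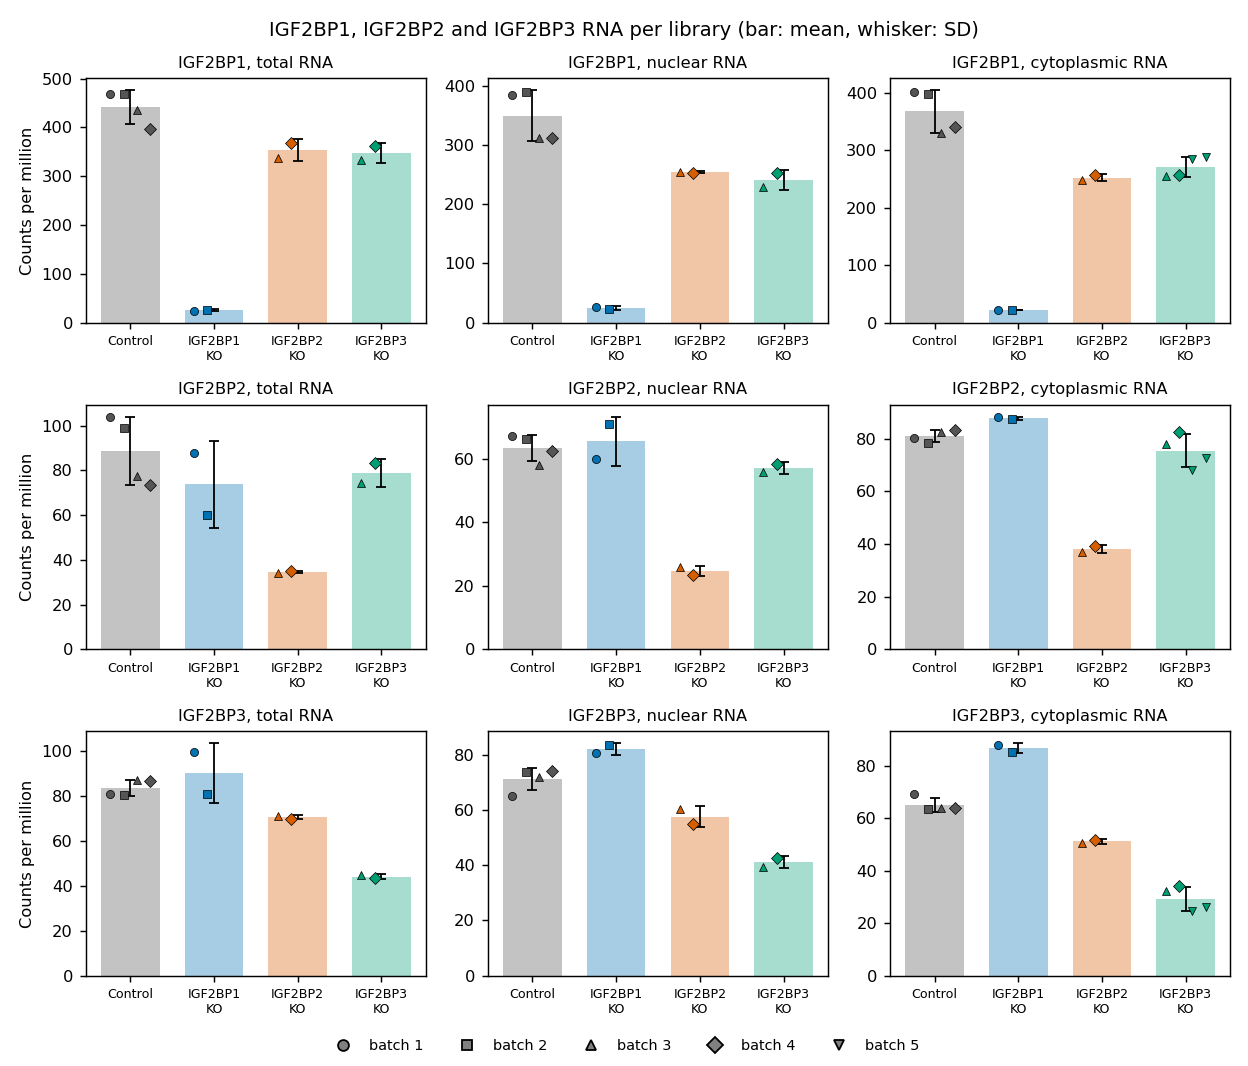
CPM of IGF2BP1, IGF2BP2 and IGF2BP3 per library in total, nuclear and cytoplasmic RNA of the control and the knockouts; points are libraries with the shape giving the batch, the bar is the mean and the whisker the SD. IGF2BP1 was at 25.9 CPM in total RNA of its knockout, against 442.1 CPM in the control.

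The other members of the family also moved. IGF2BP1 was lower in the IGF2BP2 knockout by -0.42, -0.39 and -0.63 in total, nuclear and cytoplasmic RNA (adjusted p 0.00223, 0.000868 and 8.33e-17) and in the IGF2BP3 knockout by -0.48, -0.50 and -0.65 (adjusted p 0.000923, 3.9e-05 and 3.54e-17). IGF2BP3 was lower in the IGF2BP2 knockout by -0.48, -0.44 and -0.54 (adjusted p 0.00125, 0.000137 and 1.07e-10). These changes had the same sign in both same-batch pairs. With limma on log2(FPKM + 1) over all genes, IGF2BP3 in the IGF2BP2 knockout was not called in total RNA (adjusted p 0.0758, range over the alternatives 6.54e-11 to 0.0758) or in nuclear RNA (adjusted p 0.0915, range 3.33e-07 to 0.0915). In the IGF2BP1 knockout, IGF2BP3 was higher by 0.31 in cytoplasmic RNA (adjusted p 3.33e-06, both pairs), and the changes of 0.10 in total and 0.23 in nuclear RNA were not called (adjusted p 0.5 and 0.0633). IGF2BP2 changed by -0.54 in total RNA of the IGF2BP1 knockout (adjusted p 0.00428, both pairs). It was not called there in nuclear or cytoplasmic RNA (-0.05 and 0.07, adjusted p 0.776 and 0.218), nor in total RNA without the batch term (-0.32, adjusted p 0.164, range over the alternatives 5.94e-05 to 0.189). In the IGF2BP3 knockout, IGF2BP2 changed by -0.31 in cytoplasmic RNA (adjusted p 1.11e-06, both pairs), and the changes of -0.16 in total and -0.20 in nuclear RNA were not called (adjusted p 0.275 and 0.0819). Leaving out total control 1 or 2, or a total IGF2BP1 knockout library, brought the change in total RNA of the IGF2BP3 knockout to adjusted p 0.0372, 0.0361, 0.0311 and 0.0326. The same omissions in nuclear RNA gave 0.0377, 0.0369, 0.0342 and 0.0345. In nuclear RNA it was also called without the batch term (adjusted p 0.0191) and with only the batches of the knockout (0.0171, range over the alternatives 0.0171 to 0.514). IGF2BP3 in nuclear RNA of the IGF2BP1 knockout was called with upper quartile normalization (adjusted p 0.0475, range 0.0475 to 0.382). The genes of this family are paralogs, and exchange of reads between them was not excluded.

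The next question was how many RNAs differed between each knockout and the control. In total RNA, with 18745 genes tested, 4528 genes were called in the IGF2BP1 knockout (1999 higher, 2529 lower), 8810 in the IGF2BP2 knockout (4371 higher, 4439 lower) and 8795 in the IGF2BP3 knockout (4403 higher, 4392 lower). In nuclear RNA, with 18732 genes tested, the calls were 4811 (2382 higher, 2429 lower), 9306 (4643 higher, 4663 lower) and 9447 (4703 higher, 4744 lower). In cytoplasmic RNA, with 18212 genes tested, they were 8095 (4103 higher, 3992 lower), 11686 (5635 higher, 6051 lower) and 11781 (5730 higher, 6051 lower). In 20 simulations without an effect at most 4 genes were called in any of these comparisons. With an absolute log2 fold change of at least 1 as a further condition, 899, 2561 and 2689 genes were called in total RNA, 842, 2603 and 2749 in nuclear RNA, and 985, 3026 and 3044 in cytoplasmic RNA. Among these, higher genes outnumbered lower ones in the IGF2BP2 knockout (1899 to 662 in total RNA) and in the IGF2BP3 knockout (2078 to 611). The alternative that moved the count of the IGF2BP1 knockout in total RNA most was limma on log2(FPKM + 1) over all genes, with 400 calls.

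The split into higher and lower genes depended on the scaling. Upper quartile normalization raised the median log2 fold change of all tested genes by 0.101 and 0.131 in total RNA of the IGF2BP2 and IGF2BP3 knockouts and by 0.148 and 0.168 in cytoplasmic RNA. Calls were then 5267 higher and 3438 lower in total RNA of the IGF2BP2 knockout, 5659 higher and 3115 lower in total RNA of the IGF2BP3 knockout, 7325 higher and 4569 lower in cytoplasmic RNA of the IGF2BP2 knockout, and 7705 higher and 4227 lower in cytoplasmic RNA of the IGF2BP3 knockout. The IGF2BP1 knockout changed from 44.1% to 55.3% higher among the calls in total RNA, where its median shifted by 0.0576.

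**Figure D3:**
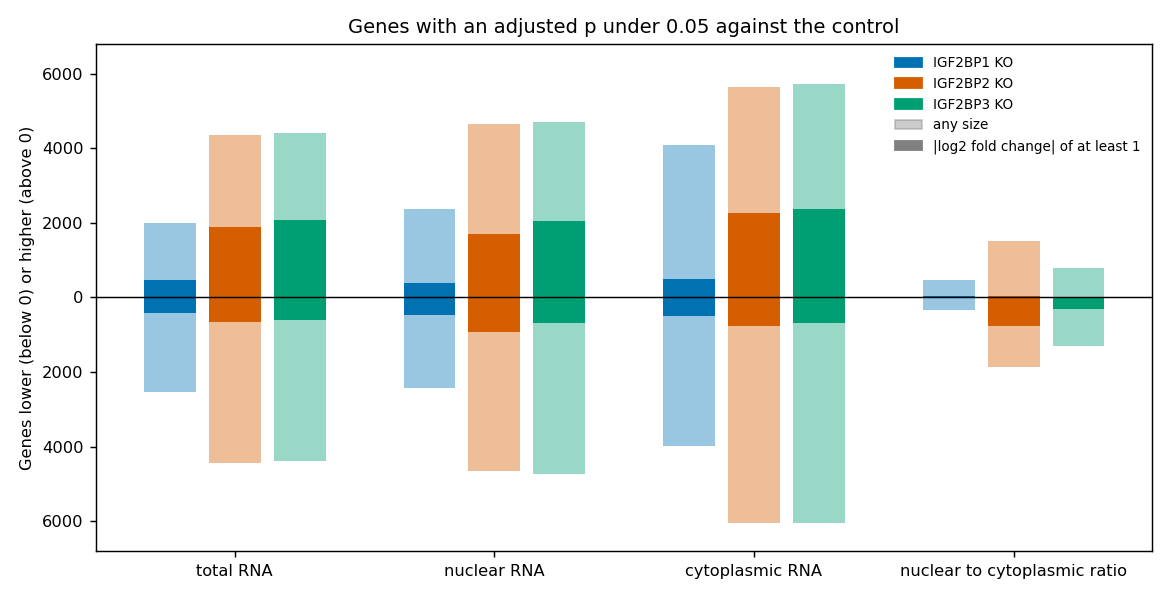
Number of genes called per knockout and RNA kind on the vertical axis, with genes higher than the control above 0 and lower genes below 0; pale bars count calls of any size and dark bars those with an absolute log2 fold change of at least 1. In total RNA the dark bars of the IGF2BP3 knockout reach 2078 higher and 611 lower genes.

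Of 17587 genes tested in the 3 RNA kinds, 1959 were called in each kind in the IGF2BP1 knockout, 1903 of them in the same direction (742 higher, 1161 lower). The numbers were 5678 and 5617 (2773 higher, 2844 lower) for the IGF2BP2 knockout and 6187 and 6171 (3004 higher, 3167 lower) for the IGF2BP3 knockout. For the IGF2BP1 knockout the identical library enters both the total and the nuclear fit.

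Among the genes that rose most in the IGF2BP1 knockout was BEX1 (ENSG00000133169), at 47.8 CPM ± 10.3 (SD, n = 2) in total RNA against 2.72 CPM ± 0.445 (SD, n = 4), a change of 4.25 (SE 0.228, adjusted p 1.25e-07), with 3.70 in nuclear and 3.37 in cytoplasmic RNA. The other was CCKBR (ENSG00000110148), at least 6.81-fold higher in total RNA. GSPT2 (ENSG00000189369) had 0 counts in each IGF2BP1 knockout library and was at least 20.3-fold, 28.6-fold and 19.5-fold lower in total, nuclear and cytoplasmic RNA. LINC03046 (ENSG00000224817) was at least 15.7-fold lower in total RNA and 16.7-fold lower in nuclear RNA, and changed by -3.46 in cytoplasmic RNA (adjusted p 8.68e-10). In the IGF2BP2 knockout, KLHDC7B (ENSG00000130487) was at least 50.6-fold, 48.9-fold and 57.1-fold higher in total, nuclear and cytoplasmic RNA. KRTAP19-1 (ENSG00000184351) reached 110.3 CPM ± 4.96 (SD, n = 2) in total RNA against 1.40 CPM ± 0.475 (SD, n = 4), a change of 6.54 (SE 0.22, adjusted p 8.16e-10). GALC (ENSG00000054983) was at least 12.1-fold lower in total RNA, and LINC01687 (ENSG00000233215) at least 11.7-fold lower. ASTN1 (ENSG00000152092) was at least 49.9-fold and PTCHD1 (ENSG00000165186) at least 44.9-fold higher in total RNA of the IGF2BP3 knockout. GSPT2 was at least 21.8-fold lower in total RNA of this knockout as well, with 0 counts, and STEAP1B (ENSG00000105889) was at least 13.4-fold lower. These genes had the same direction in both same-batch pairs of each RNA kind. BEX1, GSPT2, KRTAP19-1 and STEAP1B have close relatives in the genome, so the assignment of their reads is uncertain. CCKBR in the IGF2BP1 knockout was not called with limma on log2(FPKM + 1) over all genes (adjusted p 0.0722 in total RNA, range over the alternatives 1.46e-08 to 0.0722). With that fit it was not called in nuclear or cytoplasmic RNA either (adjusted p 0.174 and 0.0762). The same alternative gave 0.0978 for LINC01687 in total RNA and 0.0809 for GALC in nuclear RNA of the IGF2BP2 knockout, each the highest over its alternatives. STEAP1B in total RNA of the IGF2BP3 knockout was not called with limma on log2(FPKM + 1), with adjusted p 0.08 over filtered genes and 0.058 over all genes. In nuclear RNA of this knockout the same fits gave 0.0658 and 0.0622.

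Genes called in the same direction in total RNA of the 3 knockouts were ranked by their smallest change. CCKBR was at least 6.81-fold, 6.45-fold and 37.6-fold higher in the IGF2BP1, IGF2BP2 and IGF2BP3 knockouts. SUSD4 (ENSG00000143502) changed by 2.48, 4.00 and 4.34 (adjusted p 7.1e-05, 2.21e-07 and 8.84e-08) and MIR646HG (ENSG00000228340) by 2.45, 2.37 and 2.67 (adjusted p 0.000106, 5.5e-05 and 1.38e-05). LRATD2 (ENSG00000168672) changed by -2.61, -3.79 and -4.16 (adjusted p 3.08e-08, 8.16e-10 and 5.52e-10), from 446.1 CPM ± 74.9 (SD, n = 4) to 88.7 CPM ± 23.9, 31.2 CPM ± 1.11 and 24.9 CPM ± 1.39 (SD, n = 2 each). DDR2 (ENSG00000162733) changed by -2.59, -2.82 and -3.20 (adjusted p 3.28e-08, 3.38e-09 and 1.38e-09) and LINC01694 (ENSG00000233922) by -4.05, -2.28 and -3.39 (adjusted p 1.76e-09, 3.17e-08 and 1.62e-09). Each change was seen in both same-batch pairs. The IGF2BP2 and IGF2BP3 knockouts were compared with the same control libraries and the IGF2BP1 knockout with those of other batches, so a value peculiar to the control would have to be common to its batches to appear in the 3 knockouts. MIR646HG was not called in the IGF2BP1 and IGF2BP2 knockouts with limma on log2(FPKM + 1) (adjusted p 0.0984 and 0.0686, with the highest values over the alternatives 0.145 and 0.0791). SUSD4 was not called in the IGF2BP1 knockout with limma on log2(FPKM + 1) over all genes (adjusted p 0.0668, range 3.99e-17 to 0.0668).

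Interferon-stimulated genes were tested as a list, with 47 genes in total and nuclear RNA and 46 in cytoplasmic RNA. In the IGF2BP3 knockout their median log2 fold change was 0.597, 0.769 and 0.622 in total, nuclear and cytoplasmic RNA, with 38, 39 and 37 genes higher and adjusted camera p of 1.15e-06, 3.5e-07 and 0.00225. The median was above 0 in both same-batch pairs of each RNA kind. In this knockout 31, 31 and 39 genes of the list were called over all genes tested and 33, 31 and 39 adjusted over the list alone. The alternative that moved the median most was no batch term in cytoplasmic RNA, which brings in the batch 5 libraries and gave 0.392. In the IGF2BP1 knockout the medians were 0.128, 0.0558 and 0.0225 (adjusted p 0.552, 0.787 and 0.626), and in the IGF2BP2 knockout 0.141, 0.358 and 0.0458 (adjusted p 0.631, 0.382 and 0.886), and neither list was called. Both same-batch pairs were above 0 in total and nuclear RNA of these knockouts, and 1 of 2 in cytoplasmic RNA. Without nuclear control 3 the median in nuclear RNA of the IGF2BP2 knockout was 0.18, and without cytoplasmic control 4 that in cytoplasmic RNA was -0.0119. Without cytoplasmic control 1 the cytoplasmic median of the IGF2BP1 knockout was -0.153, and without nuclear IGF2BP1 knockout 1 its nuclear median was 0.0968. List genes called over all genes numbered 17, 17 and 24 in the IGF2BP1 knockout (18, 19 and 24 adjusted over the list alone) and 27, 25 and 33 in the IGF2BP2 knockout. Whether the IGF2BP3 knockout differs from the other knockouts in this list was not tested.

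Of the 11 lists called by camera over the 27 tests, 10 were also called by fry, with the IGF2BP target list in total RNA of the IGF2BP1 knockout as the exception (adjusted p 0.0557, range over the alternatives 0.00713 to 0.557). None was called by camera with the correlation estimated from the residuals, for which the adjusted p of the interferon-stimulated genes in the IGF2BP3 knockout was 0.139 in each RNA kind (ranges over the alternatives 2.8e-07 to 0.139, 2.7e-07 to 0.139 and 3.6e-05 to 0.139). At an unadjusted p under 0.05, 6 of the 27 tests with the estimated correlation passed. Called lists in this text are those of camera at the preset correlation.

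Individual interferon-stimulated genes differed between knockouts. In total RNA of the IGF2BP3 knockout, SP110 (ENSG00000135899) changed by 3.80 (SE 0.385, adjusted p 6.12e-06) and EPSTI1 (ENSG00000133106) by 3.13 (SE 0.361, adjusted p 1.69e-05), each also called in nuclear and cytoplasmic RNA, and MX1 (ENSG00000157601) was at least 3.70-fold higher. In total RNA of the IGF2BP1 knockout, LGALS3BP (ENSG00000108679) changed by -3.03 (SE 0.1, adjusted p 1.76e-09), IFIT3 (ENSG00000119917) by 2.02 (SE 0.446, adjusted p 0.00579) and SP110 by 1.89 (SE 0.441, adjusted p 0.00784). IFIT3 was not called in nuclear or cytoplasmic RNA of this knockout (0.10 and 0.60, adjusted p 0.9 and 0.234). In the IGF2BP2 knockout, IRF7 (ENSG00000185507) was at least 7.41-fold, 9.52-fold and 7.92-fold lower in total, nuclear and cytoplasmic RNA, and MX1 was at least 4.98-fold and SP100 (ENSG00000067066) at least 3.72-fold higher in total RNA. MX1 was not called in nuclear RNA of the IGF2BP2 and IGF2BP3 knockouts (adjusted p 0.238 and 0.445), and SP100 was not called in nuclear or cytoplasmic RNA of the IGF2BP2 knockout (adjusted p 0.165 and 0.0886). With DESeq2, MX1 in the IGF2BP3 knockout and SP100 in the IGF2BP2 knockout were not called in total RNA (adjusted p 0.0627 and 0.11, up to 0.0627 and 0.247 over the alternatives). With limma on log2(FPKM + 1) over all genes, IFIT3 and SP110 in the IGF2BP1 knockout and IRF7 in the IGF2BP2 knockout were not called in total RNA (adjusted p 0.167, 0.107 and 0.105, the highest over their alternatives). The directions in total RNA were the same in both same-batch pairs. Apart from LGALS3BP these genes had few counts, and IFIT3, MX1, SP100 and SP110 belong to families of related sequence.

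Genes of innate sensing, with 35 tested in total RNA and 34 in the other kinds, were lower as a list in the IGF2BP2 knockout, with medians of -0.266, -0.277 and -0.365 and adjusted p of 0.0235, 0.0235 and 0.0182 in total, nuclear and cytoplasmic RNA. Of them 26, 23 and 25 genes were lower, both same-batch pairs had a median below 0 in each kind, and 20, 23 and 27 genes were called (21, 25 and 27 adjusted over the list alone). The shift of neighbouring genes was not subtracted for this list, so losses of chromosome segments were not excluded as its source. The list was not called in the IGF2BP1 knockout (medians -0.0483, -0.0273 and 0.004, adjusted p 0.552, 0.336 and 0.886) or in the IGF2BP3 knockout (medians -0.0944, -0.0863 and -0.0243, adjusted p 0.886, 0.886 and 0.552). The medians of these uncalled tests were near 0 and moved with single libraries. Without total IGF2BP1 knockout 2 that of the IGF2BP1 knockout in total RNA was 0.00418, and without cytoplasmic control 4 that of the IGF2BP3 knockout in cytoplasmic RNA was 0.0193. In these knockouts 7, 8 and 15 and 18, 21 and 25 list genes were called (7, 6 and 16 and 18, 21 and 25 adjusted over the list alone). IKBKE (ENSG00000263528) changed by -1.88 in total RNA of the IGF2BP1 knockout (adjusted p 1.45e-05) and by -2.83 in the IGF2BP2 knockout (adjusted p 3.07e-07). MYD88 (ENSG00000172936) changed by -2.04 in total RNA of the IGF2BP3 knockout (adjusted p 8.08e-07). In the IGF2BP1 knockout MYD88 changed by 0.58 in total RNA (adjusted p 0.00742) and was not called in nuclear or cytoplasmic RNA (0.22 and 0.01, adjusted p 0.249 and 0.945). DHX33 (ENSG00000005100) changed by -1.22 in the IGF2BP1 knockout (adjusted p 5.63e-06) and RELB (ENSG00000104856) by 1.79 in the IGF2BP2 knockout (adjusted p 0.000273). CXCL8 (ENSG00000169429) changed by 2.29 in the IGF2BP2 knockout (adjusted p 0.0138) and by 3.67 in the IGF2BP3 knockout (adjusted p 0.000141), and IFI16 (ENSG00000163565) was at least 3.43-fold higher in the IGF2BP3 knockout. The changes in total RNA had the same sign in both same-batch pairs. With DESeq2, CXCL8 in the IGF2BP2 knockout and IFI16 in the IGF2BP3 knockout were not called in total RNA (adjusted p 0.0764 and 0.12, up to 0.158 and 0.12 over the alternatives). With limma on log2(FPKM + 1) over all genes, IKBKE and MYD88 in the IGF2BP1 knockout and RELB in the IGF2BP2 knockout were not called in total RNA (adjusted p 0.0691, 0.113 and 0.0619, the highest over their alternatives).

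The 25 mRNAs described as IGF2BP targets had medians of -0.165, -0.139 and -0.0892 in total, nuclear and cytoplasmic RNA of the IGF2BP1 knockout (adjusted p 0.00712, 0.00954 and 0.00694), with 19, 16 and 14 genes lower, and both same-batch pairs below 0 in each kind. In total RNA the pair medians were -0.37 and -0.0231, and the first comes from the pair with the identical library. Without that library, total IGF2BP1 knockout 2, the median in total RNA was -0.0178, and without total control 2 it was -0.0183. Without total IGF2BP1 knockout 1 it was -0.378, and without total control 1 it was -0.373. Without cytoplasmic control 2 the cytoplasmic median was -0.0588, and without cytoplasmic IGF2BP1 knockout 2 it was -0.0592. With genes at the floor set to their bound the cytoplasmic median was -0.0283. The adjusted p of IGF2BP target mRNAs in nuclear RNA of the IGF2BP1 knockout rose to 0.068 without nuclear IGF2BP2 knockout 1 and to 0.0607 without nuclear IGF2BP2 knockout 2, and the other 4 omissions kept the call. In the IGF2BP2 knockout the list was called in cytoplasmic RNA (median -0.324, adjusted p 0.0111, 16 genes lower, both pairs) and not in total or nuclear RNA (medians -0.172 and -0.0159, adjusted p 0.108 and 0.474). In total RNA of the IGF2BP2 knockout 2 of 6 omissions gave a call, with adjusted p 0.0491 without total IGF2BP1 knockout 1 and 0.0496 without total IGF2BP1 knockout 2. The medians of the IGF2BP2 knockout were -0.287 in total RNA without total control 3, and 0.0509 and -0.152 in nuclear RNA without nuclear IGF2BP2 knockout 2 and 1. It was called in cytoplasmic RNA of the IGF2BP3 knockout (median -0.204, adjusted p 0.0422, 18 genes lower, both pairs), where leaving out cytoplasmic IGF2BP3 knockout 3 or 4, of batch 5, gave 0.0598 and 0.0595, and not in total or nuclear RNA (medians -0.199 and -0.205, adjusted p 0.111 and 0.0752). In total RNA of the IGF2BP3 knockout 4 of 6 omissions gave a call, with adjusted p 0.0214 and 0.026 without total IGF2BP1 knockout 1 and 2 and 0.0322 and 0.0337 without total control 1 and 2. The median there was -0.299 without total control 3. Target genes called over all genes numbered 8, 9 and 15 in the IGF2BP1 knockout, 12, 14 and 20 in the IGF2BP2 knockout and 15, 16 and 23 in the IGF2BP3 knockout. Adjusted over the list alone the last became 16, 18 and 23 and the others were equal. MYC (ENSG00000136997) changed by -1.25 in total RNA of the IGF2BP1 knockout and by -1.90 in the IGF2BP3 knockout (adjusted p 2.2e-06 and 2.27e-08). HMGA2 (ENSG00000149948) and CCND1 (ENSG00000110092) changed by -1.93 and -1.09 in the IGF2BP1 knockout (adjusted p 4.35e-06 and 2.62e-05). IGF2 (ENSG00000167244) changed by 1.47 in the IGF2BP2 knockout and by 2.88 in the IGF2BP3 knockout (adjusted p 0.000201 and 3e-07), and FSCN1 (ENSG00000075618) and MYB (ENSG00000118513) by -1.47 and 1.21 in the IGF2BP2 knockout (adjusted p 1.51e-06 and 0.000122). CD44 (ENSG00000026508) changed by 1.51 in the IGF2BP3 knockout (adjusted p 0.0257) and was not called there with DESeq2 (adjusted p 0.115, up to 0.128 over the alternatives). With limma on log2(FPKM + 1) over all genes, HMGA2 in the IGF2BP1 knockout and IGF2 and MYB in the IGF2BP2 knockout were not called in total RNA (adjusted p 0.0544, 0.0638 and 0.0534, the highest over their alternatives). These changes had the same sign in both same-batch pairs. IGF2 overlaps a readthrough gene.

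**Figure D4:**
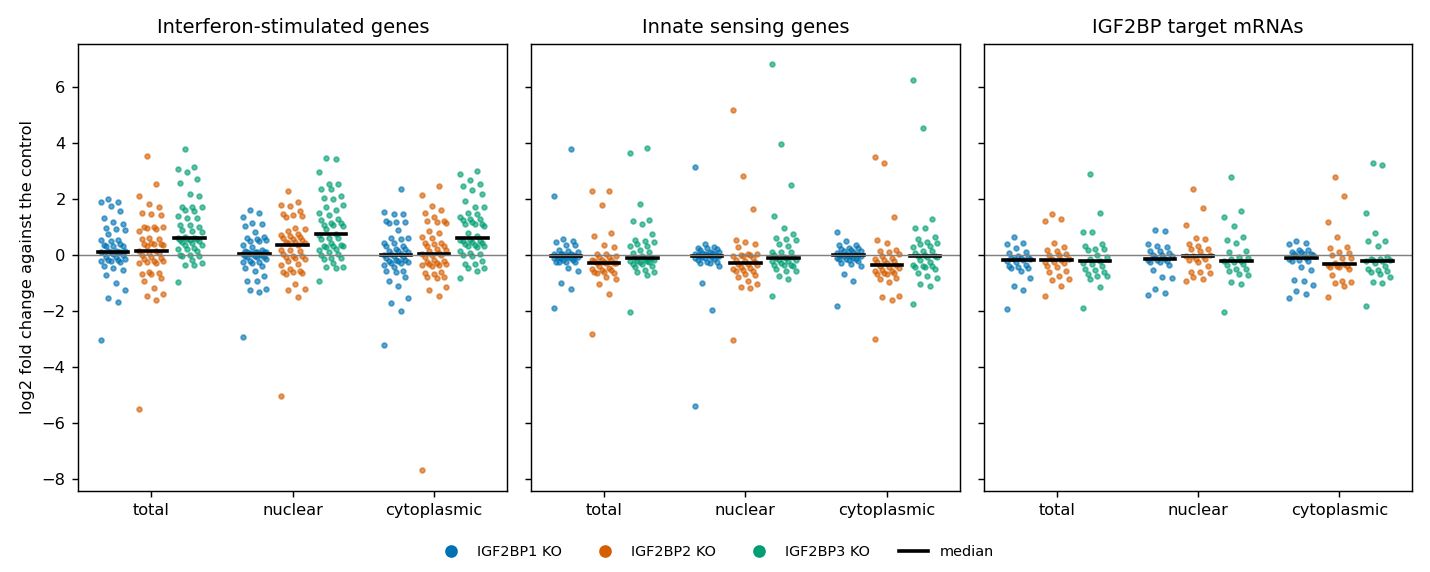
Log2 fold change of knockout over control on the vertical axis for the interferon-stimulated, innate sensing and IGF2BP target genes in each knockout and RNA kind; points are genes and the line is their median. The medians of the interferon-stimulated genes in the IGF2BP3 knockout lie at 0.597, 0.769 and 0.622.

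Agreement between the knockouts was measured across genes, which are not independent replicates, and knockouts in the same batches share control libraries. The fitted changes of the IGF2BP2 and IGF2BP3 knockouts correlated at 0.609 in total, 0.6001 in nuclear and 0.641 in cytoplasmic RNA. Simulations without an effect gave means of 0.538, 0.515 and 0.614 and at most 0.570, 0.535 and 0.635, so shared controls alone give high correlations where no gene changes. The part of the observed correlations that comes from shared controls was not tested. Without the batch term the correlations in total and nuclear RNA were 0.592 and 0.601, below the lowest simulated values of 0.619 and 0.608 for such fits. Of 5212, 5676 and 8668 genes called in both knockouts, 4708, 4888 and 7379 had the same direction. Shared controls favour the same direction. The simulations called at most 4 genes in a comparison, and chance placement takes the knockouts as independent, so neither gives a reference for these counts. The IGF2BP1 knockout correlated with the IGF2BP2 knockout at 0.220, 0.311 and 0.294 and with the IGF2BP3 knockout at 0.172, 0.185 and 0.197, where the simulations reached at most 0.0363. Leaving out total control 1 gave 0.147 and 0.0964 in total RNA.

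Within a knockout, the fitted changes in total RNA correlated with those in nuclear and in cytoplasmic RNA at 0.589 and 0.495 for the IGF2BP1 knockout, 0.797 and 0.849 for the IGF2BP2 knockout and 0.861 and 0.883 for the IGF2BP3 knockout. Nuclear and cytoplasmic RNA correlated at 0.586, 0.741 and 0.831. The simulations drew each RNA kind separately, so values near 0 were fixed in advance. They reached at most 0.0359 and give no reference for these correlations. For the IGF2BP1 knockout, leaving out both columns of the identical library lowered the correlation between total and nuclear RNA to 0.361.

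Nuclear and cytoplasmic RNA of the control were compared to show how far the fractions differed. Of 16246 genes, 10700 were called, 5296 higher in nuclear and 5404 higher in cytoplasmic RNA, and of the 2061 with an absolute log2 fold change of at least 1, 1898 were higher in nuclear RNA. The alternative that moved the count most was no batch term, with 9311 calls. The 7 nuclear markers tested were higher in nuclear RNA, with a median of 2.15, the largest for XIST (ENSG00000229807) at 4.92 (SE 0.133, adjusted p 1.27e-18) and the smallest for JPX (ENSG00000225470) at 0.18 (SE 0.0627, adjusted p 0.0148). MEG3 had too few counts to be tested. MALAT1 (ENSG00000251562) was at 104.2 CPM ± 16.4 in nuclear and 21.1 CPM ± 1.76 in cytoplasmic RNA (SD, n = 4 each). The 8 cytoplasmic markers were higher in cytoplasmic RNA with a median of -0.37, from -0.69 for GAPDH (ENSG00000111640, adjusted p 1.74e-06) to -0.12 for PKM. PKM and HSP90AB1 were not called (adjusted p 0.204 and 0.169). The 8 mitochondrial genes had a median of -2.11, from -2.77 for MT-ND4 (ENSG00000198886) to -1.46 for MT-CO3. Among the markers, JPX was not called without the batch term (adjusted p 0.0988), without the filter (0.0665), without control batch 2 (0.189) or without control batch 4 (0.0551). ENO1, at -0.22 with adjusted p 0.0294, was not called without the batch term (0.154) or without control batch 2, 3 or 4 (0.11, 0.087 and 0.223). HSP90AB1 was called without the filter (0.0111) or without control batch 1 (0.0162), and PKM was called without control batch 1 (0.0393).

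**Figure D5:**
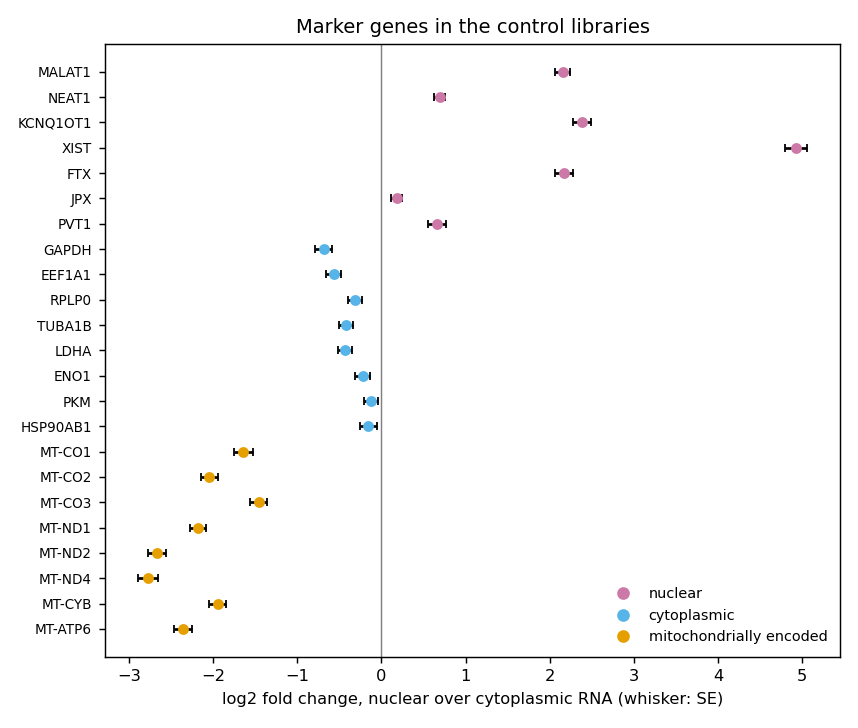
Log2 fold change of nuclear over cytoplasmic RNA in the control on the horizontal axis for each nuclear, cytoplasmic and mitochondrial marker gene; points are fitted values and whiskers the standard error. Nuclear markers lie between 0.18 and 4.92 and mitochondrial genes between -2.77 and -1.46.

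The last question was whether the nuclear to cytoplasmic ratio changed. Of 19310 genes, 794 were called in the IGF2BP1 knockout (455 higher, 339 lower), 3376 in the IGF2BP2 knockout (1501 higher, 1875 lower) and 2100 in the IGF2BP3 knockout (786 higher, 1314 lower). With an absolute log2 fold change of at least 1, 55 were called in the IGF2BP1 knockout (28 higher, 27 lower), 787 in the IGF2BP2 knockout (28 higher, 759 lower) and 325 in the IGF2BP3 knockout (20 higher, 305 lower). The count of the IGF2BP1 knockout moved most as a ratio with DESeq2, to 104, and most as a number of genes without the batch by compartment term, to 1893. For the IGF2BP1 knockout, leaving out batch 3 or batch 4, which hold none of its libraries, gave 309 and 304 calls, and RLE normalization gave 274 higher and 481 lower genes. No filter on low counts gave 221 higher and 344 lower genes there. With the control ratio removed as an offset, chosen after seeing the data, 248 genes were higher and 32 lower in the IGF2BP1 knockout, 887 and 835 in the IGF2BP2 knockout, and 859 and 891 in the IGF2BP3 knockout. With DESeq2 the IGF2BP2 knockout had 316 higher and 752 lower genes, 29.6% higher against 44.5%. The balance of higher and lower genes in the ratio therefore depended on the processing. The nuclear library 1 of the IGF2BP1 knockout is the identical library. Genes enriched in the nucleus had lower ratios in the knockouts. Of those, 1743 of 2298 were lower in the IGF2BP1 knockout, 1766 of 1881 in the IGF2BP2 knockout and 1660 of 1881 in the IGF2BP3 knockout, with medians of -0.28, -0.91 and -0.66. The batches of the IGF2BP1 knockout differed in this. Over 1898 nuclear genes its median log2 nuclear over cytoplasmic value in batch 1, with the identical library, was 1.33, against 1.36 in the control. In batch 2 it was 0.945, against 1.53 in the control.

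The genes named for the ratio had few counts. In the IGF2BP1 knockout, the pseudogene GPX1P1 (ENSG00000197582) changed by 2.99 (SE 0.356, adjusted p 3.19e-10), with 4.57 CPM in nuclear and 1.77 CPM in cytoplasmic RNA against 1.82 and 3.80 CPM in the control. ENSG00000275807 changed by 1.99 (adjusted p 0.0367), ISG20 (ENSG00000172183) by -2.72 (adjusted p 0.0132) and CCDC92B (ENSG00000277200) by -1.87 (adjusted p 0.034). Without batch 3 or batch 4, ENSG00000275807 was not called (adjusted p 0.0818 and 0.0805), and neither was CCDC92B (0.0698 and 0.0708). Without the batch terms they were not called either (0.105 and 0.0733, ranges over the alternatives 0.0341 to 0.105 and 0.0214 to 0.0733). In the IGF2BP2 knockout, CRACR2B (ENSG00000177685) changed by 2.07 (SE 0.376, adjusted p 7.72e-06), SOSTDC1 (ENSG00000171243) by 1.93 (adjusted p 0.0404) and ENSG00000278987 by -3.33 (adjusted p 1.24e-06). TRIM17 (ENSG00000162931) was called lower (adjusted p 0.00911). Its control cytoplasmic libraries held 0 to 2 counts, and it was at least 9.72-fold higher in cytoplasmic RNA of this knockout. In the IGF2BP3 knockout, PDXP (ENSG00000241360) changed by 1.74 (adjusted p 0.04), MT-TI (ENSG00000210100) by 1.63 (adjusted p 0.0112), PARD6G-AS1 (ENSG00000267270) by -3.00 (adjusted p 0.00105) and ENSG00000289405 by -2.66 (adjusted p 0.00725). Without the batch terms PDXP, MT-TI and ENSG00000289405 were not called (adjusted p 0.249, 0.0978 and 0.111, the highest over their alternatives). Each change had the same sign in both batches that hold the knockout. PDXP overlaps a neighbouring gene, PARD6G-AS1 is antisense to another gene, and MT-TI lies among other mitochondrial genes, so the assignment of their reads is uncertain.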

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

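Each test of an explanation in this part was chosen only after the result was seen.

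A single group of libraries held a value apart from the others. IGF2BP3 in cytoplasmic control library 1 was at 69.02 CPM, and the other 3 libraries were between 63.42 and 63.83 CPM, so the gap took a share of 0.927 of the range. Of 108 groups of 4 libraries tested this way 1 stood out, where chance gives 5.4. No biological explanation was tested for it.

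The nuclear to cytoplasmic ratio was tested as a difference between compartments, and the genes called in this test were 794 for the IGF2BP1 knockout, 3376 for the IGF2BP2 knockout and 2100 for the IGF2BP3 knockout. The named genes among them had ratio changes of 2.99 for GPX1P1, 2.00 for ENSG00000275807, -2.72 for ISG20 and -1.87 for CCDC92B in the IGF2BP1 knockout, and 2.07 for CRACR2B, 1.93 for SOSTDC1 and -3.33 for ENSG00000278987 in the IGF2BP2 knockout. TRIM17 had a fitted value of -3.58 in the IGF2BP2 knockout, which is no bound because its control cytoplasmic libraries held at most 2 counts. In the IGF2BP3 knockout the values were 1.74 for PDXP, 1.63 for MT-TI, -3.00 for PARD6G-AS1 and -2.66 for ENSG00000289405. Genes named for other reasons also changed in the ratio: LRATD2 by -0.37 in the IGF2BP3 knockout (adjusted p 0.0477), LINC01694 by -0.79 and -0.72 in the IGF2BP2 and IGF2BP3 knockouts (adjusted p 3.32e-05 and 0.00113), and FSCN1 by 0.62 in the IGF2BP2 knockout (adjusted p 4.97e-05).

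A less complete separation of the fractions in the knockout libraries is a candidate explanation for part of these ratio changes. If it acted, genes enriched in the control nucleus would have lower ratios and genes enriched in the cytoplasm higher ones. The ratio changes correlated across genes with the control ratio of batches that do not hold the knockout at -0.345, -0.638 and -0.492 for the IGF2BP1, IGF2BP2 and IGF2BP3 knockouts. Genes are not independent replicates in these correlations. The median log2 nuclear over cytoplasmic value of 1898 nuclear genes was 1.36, 1.53, 1.77 and 1.62 in control batches 1 to 4, and 1.33 and 0.945 in the IGF2BP1 knockout, 0.837 and 0.806 in the IGF2BP2 knockout and 1.03 and 1.09 in the IGF2BP3 knockout. These genes were selected in the control, which favours higher control values. With the part that follows the control ratio removed, 280, 1722 and 1750 genes were called, against 855, 3621 and 2232 before among the same 16384 genes. Calls with an absolute log2 fold change of at least 1 went from 59, 781 and 344 to 26, 222 and 131, so most of these were lost. Less complete separation mixes counts, and a straight line on the log scale need not remove all of it. The calls left therefore do not decide whether it was the whole source. After that removal CCDC92B, SOSTDC1, TRIM17, PDXP and MT-TI were no longer called (adjusted p 0.0654, 0.0878, 0.2, 0.0715 and 0.0591), and the other 7 genes named for the ratio were. A change in RNA export or in nuclear retention would also move the ratios toward one another, and this biological explanation stays open and untested. The identical library enters the ratio of the IGF2BP1 knockout.

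The cytoplasmic libraries of batch 5 contribute no fold change, and their interferon-stimulated genes were compared with the 4 control libraries separately. The medians were 0.227 and 0.319, with 27 and 31 of 46 genes higher, where each control library against the other 3 gave between -0.0376 and 0.0532. Batch 5 holds no control, so the knockout and a difference between batches cannot be told apart in these libraries.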

How the results depend on the processing

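With an absolute log2 fold change of at least 1 as a further condition, the calls fell to 899, 2561 and 2689 in total RNA, 842, 2603 and 2749 in nuclear RNA and 985, 3026 and 3044 in cytoplasmic RNA of the IGF2BP1, IGF2BP2 and IGF2BP3 knockouts, by construction.

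Fits on FPKM gave fewer calls. With limma on log2(FPKM + 1) the IGF2BP1 knockout had 2258 calls in total and 1709 in nuclear RNA, and with limma on log2(FPKM + 0.1) it had 2425 and 1805. Over all genes limma on log2(FPKM + 1) gave 400, 4270 and 4658 in total RNA of the 3 knockouts, 148, 3783 and 4437 in nuclear RNA, and 4810 in cytoplasmic RNA of the IGF2BP1 knockout. The added constant shrinks the fold changes of genes with low FPKM by construction. Over filtered genes, 0.1 in place of 1 moved the calls of the IGF2BP1 knockout from 2258 to 2425 in total RNA. In nuclear RNA it moved them from 1709 to 1805. The main fits gave 4528 and 4811, which argues against the size of the constant as the main cause there. The cause of the lower counts over all genes was not tested. Only the batches of the knockout gave 2354 calls in total RNA of the IGF2BP1 knockout, and DESeq2 gave 3075 in nuclear RNA.

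Without the replicate block, the calls in cytoplasmic RNA of the IGF2BP1 knockout were 4185, and those for the ratio were 1674 in the IGF2BP2 and 639 in the IGF2BP3 knockout. Without the block, IGF2BP2 in nuclear RNA of the IGF2BP1 knockout changed sign, to 0.0655 from -0.05 (adjusted p 0.697). The correlations of the IGF2BP2 and IGF2BP3 knockouts without the block were 0.592 in total and 0.601 in nuclear RNA. For the lists, the direction of the innate sensing genes was reversed in total RNA of the IGF2BP1 knockout (adjusted p 0.661) and in cytoplasmic RNA of the IGF2BP3 knockout (0.818). Without the block the IGF2BP target list was not called in nuclear and cytoplasmic RNA of the IGF2BP1 knockout (0.144 and 0.051) and in cytoplasmic RNA of the IGF2BP3 knockout (0.0916). In cytoplasmic RNA of the IGF2BP1 knockout, 4110 of the 8095 calls were kept in the same direction without the block, and the fold change of 73 had the other sign. In its total RNA 3285 of the 4528 calls were kept, and the fold change of 12 had the other sign. In cytoplasmic RNA of the IGF2BP3 knockout 8519 of 11781 calls were kept, and the fold change of 290 had the other sign. That fit brings in the batch 5 libraries. In cytoplasmic RNA of the IGF2BP2 knockout 9322 of 11686 calls were kept, and the fold change of 51 had the other sign. The cause was not tested.

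For the ratio, DESeq2 gave 104, 1068 and 668 calls in the 3 knockouts. No batch by compartment term gave 1893 in the IGF2BP1 knockout. Removing the control ratio as an offset, chosen after seeing the data, gave 280 and 1722 in the IGF2BP1 and IGF2BP2 knockouts.

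With fry the IGF2BP target list in total RNA of the IGF2BP1 knockout was not called (adjusted p 0.0557). Further lists were called with fry. Interferon-stimulated genes were called higher in total and nuclear RNA of the IGF2BP2 knockout (0.0473 and 0.019), and lower in cytoplasmic RNA of the IGF2BP2 and IGF2BP1 knockouts (0.00881 and 0.00829), where the medians of 0.0458 and 0.0225 were above 0. Called lower were innate sensing genes in nuclear and cytoplasmic RNA of the IGF2BP1 knockout (0.0473 and 0.0278) and cytoplasmic RNA of the IGF2BP3 knockout (2.49e-05), and IGF2BP targets in nuclear RNA of the IGF2BP3 knockout (0.0202). fry tests a list against no change and camera against the other genes, which differ by construction.

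With the estimated correlation in camera no list was called: IGF2BP targets in the IGF2BP1 knockout had adjusted p 0.557, 0.383 and 0.146 in total, nuclear and cytoplasmic RNA, innate sensing genes in the IGF2BP2 knockout 0.192, 0.298 and 0.147, interferon-stimulated genes in the IGF2BP3 knockout 0.139 in each RNA kind, and IGF2BP targets in cytoplasmic RNA of the IGF2BP2 and IGF2BP3 knockouts 0.147 and 0.192. At a mean of at least 1 CPM, the direction of the IGF2BP targets in nuclear RNA of the IGF2BP2 knockout (0.378) and of the innate sensing genes in cytoplasmic RNA of the IGF2BP3 knockout (0.592) was reversed, and IGF2BP targets in cytoplasmic RNA of the IGF2BP3 knockout were not called (0.0749).

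Leaving out libraries one at a time, where at least 2 libraries of the knockout were left, changed some calls. The ratio calls of the IGF2BP1 knockout went from 304 to 309, without batch 4 and without batch 3. For the IGF2BP targets the adjusted p went from 0.0491 to 0.0913 in total RNA of the IGF2BP2 knockout, from 0.0214 to 0.1 in total RNA of the IGF2BP3 knockout, from 0.0111 to 0.068 in nuclear RNA of the IGF2BP1 knockout and from 0.0292 to 0.0598 in cytoplasmic RNA of the IGF2BP3 knockout. The call changed in 2 of 6, 4 of 6, 2 of 6 and 2 of 8 omissions. The lowest value in total RNA of both knockouts was without total IGF2BP1 knockout 1, and the highest values in nuclear and cytoplasmic RNA were without nuclear IGF2BP2 knockout 1 and cytoplasmic IGF2BP3 knockout 3. The cause was not tested.

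Of 369 alternative values of the list medians, 98 moved by more than the spread between replicates, and 13 in 6 results changed sign. Of 2702 alternative values of the named genes, 75 were weaker, 14 were stronger, 95 without a test moved and 2517 were the same. Where 1 library of a knockout was left, fold changes were computed and no calls were made. Upper quartile normalization was not among the alternatives for the lists or the ratio.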

Other observations

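Of the tests in this part, those by place in the genome were written down before their result was seen, and all others were chosen only after the result was seen.

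Genes called in a knockout were unevenly placed in the genome. Of 155 windows of 20 Mb with at least 20 genes, 17 had a median log2 fold change beyond 0.2 in the same direction in the 3 RNA kinds of the IGF2BP1 knockout (14 lower, 3 higher), 28 in the IGF2BP2 knockout (25 lower, 3 higher) and 43 in the IGF2BP3 knockout (35 lower, 8 higher). In 200 shuffles of the positions at most 0, 4 and 4 windows did so. Gains or losses of chromosome segments in the clones are a candidate explanation, since they shift neighbouring genes together. In the IGF2BP1 knockout the median of chromosome 17 was -0.469, -0.481 and -0.498 in total, nuclear and cytoplasmic RNA, with 786 of 912 genes lower in total RNA, and 7 of 7 windows of chromosome 10 were beyond the limit. In the IGF2BP2 knockout 7 of 7 windows of chromosome 11 were beyond it, with medians of the chromosome of -0.512, -0.463 and -0.493. For the IGF2BP3 knockout 10 of 13 windows of chromosome 2 and 5 of 5 of chromosome 16 were, and chromosome 21 was higher, with 0.394 in total RNA. These windows held 37.7%, 22.2% and 35.6% of the genes called in the 3 RNA kinds, and 12.1%, 16.1% and 27.9% of all genes placed. Smaller shifts fall under the limit. Chromosome 17 in the IGF2BP3 knockout had medians of 0.146, 0.149 and 0.169 and 0 of 5 windows beyond it. The share of calls that comes from segments therefore stays open. A window higher in each knockout, such as chromosome 13 from 60 to 80 Mb with 0.777, 0.546 and 0.738 in total RNA over 25 genes, may lie in the control cells instead. Regulation of neighbouring genes by the absent protein stays open and was not tested, and DNA copy number was not measured. Window medians were not subtracted from the innate sensing and IGF2BP target lists, so segments were not excluded as a source there.

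The windows of the targeted genes bear on their decrease. The window of IGF2BP1 had a median of -0.388 in total RNA of the IGF2BP1 knockout and that of IGF2BP3 -0.235 in total RNA of the IGF2BP3 knockout, both much smaller than the decrease of the gene. The window of IGF2BP2 was not beyond the limit in the IGF2BP2 knockout, with -0.0704. The window of IGF2BP3 was also lower in the IGF2BP2 knockout, with -0.264, where IGF2BP3 itself changed by -0.48 on the log2 scale. The window of IGF2BP1 had medians of -0.246, -0.228 and -0.172 in total, nuclear and cytoplasmic RNA of the IGF2BP2 knockout, where IGF2BP1 changed by -0.42, -0.39 and -0.63. In the IGF2BP3 knockout the same window was higher, with 0.161, 0.168 and 0.199, where IGF2BP1 changed by -0.48, -0.50 and -0.65. No explanation was tested for these windows.

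The total library 2 and the nuclear library 1 of the IGF2BP1 knockout differed at 0 of 62703 identifiers. A candidate explanation is one library entered under 2 labels, since separate libraries of this knockout differed at most expressed identifiers. The library correlated more closely with the other nuclear library (0.995) than with the other total library (0.988), and with the nuclear controls (0.981 to 0.985) more closely than with the total controls (0.976 to 0.980). The other total library of this knockout had the reverse order, with 0.971 to 0.977 for the nuclear controls and 0.983 to 0.985 for the total controls. With this library as the nuclear one, the median log2 nuclear over cytoplasmic value of 1898 nuclear genes was 1.33, against 0.945 for the other nuclear library. These values argue against total RNA as the content of the library, so the total column may be the misplaced one, as a hypothesis found on the same data. The labels do not settle it, and no biological explanation applies to identical counts.

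The cytoplasmic IGF2BP3 knockout libraries of batch 5 differed from those of batches 3 and 4. Across 17759 genes the difference correlated at -0.422 with the changes of the IGF2BP2 knockout in total RNA and at -0.00643 with those of the IGF2BP1 knockout. A smaller shift, in batch 5, of the genes that changed in the IGF2BP2 knockout is a candidate explanation. Of 4630 genes called alike in total RNA of the IGF2BP2 and IGF2BP3 knockouts, 3980 had the same direction in batch 5, with a slope of 0.652 on batches 3 and 4. The difference also correlated at 0.337 with that between control batches 1 and 2 and control batches 3 and 4. Batch 5 holds no control, so a difference between batches and a difference in the state of the cells cannot be told apart. Genes are not independent replicates in these correlations.

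The rise of the interferon-stimulated genes in the IGF2BP3 knockout was set against several technical explanations. Among the 38 list genes with a mean of at least 1 CPM the median in total RNA was 0.551, which argues against genes with few counts. With the median of its window subtracted from each gene, the median over 38 genes was 0.521, which argues against gains of chromosome segments. Each of the 6 same-batch pairs had a higher median, from 0.631 to 0.832 (SD 0.0877), which argues against one library pair. No other clone of this knockout was measured, so an effect of the absent protein and a property of this clone stay open, and the call was not made with the estimated correlation (adjusted p 0.139).

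A list of 25 genes of the integrated stress response, none of them in the interferon list, was written after high values of some of them were seen in the IGF2BP2 knockout. Its medians there were 0.725, 0.848 and 0.675 in total, nuclear and cytoplasmic RNA, with 24 of 25 genes higher in each, adjusted camera p of 4.07e-16, 8.26e-24 and 6.58e-19, and 0.0426, 0.0413 and 0.00724 with the estimated correlation. The 6 same-batch pairs had medians from 0.612 to 0.847. With the window medians subtracted the median in total RNA was 0.866, which argues against gains of chromosome segments. An active integrated stress response may explain the pattern in the IGF2BP2 knockout, as a hypothesis found and tested on the same data. In the IGF2BP3 knockout the medians were -0.236, -0.214 and -0.249 (adjusted camera p 0.0653, 0.538 and 0.0148), which argues against the same response there. In the IGF2BP1 knockout they were 0.195, -0.266 and -0.195 (adjusted camera p 0.00344, 2.13e-05 and 6.48e-05). The signs were opposite in total and nuclear RNA although these share a library. With the estimated correlation the adjusted camera p was 0.226, 0.142 and 0.0413 in the IGF2BP1 knockout. In the IGF2BP3 knockout it was 0.397, 0.765 and 0.0977. In these knockouts only the cytoplasmic test of the IGF2BP1 knockout stayed called. The 25 genes were lower in batch 5 than in batches 3 and 4 of the cytoplasmic IGF2BP3 knockout, with a median difference of -0.975, against -0.382 between control batches 1 and 2 and control batches 3 and 4. Culture conditions at harvest were not given by knockout and stay open.

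Other splits of the libraries were fitted where each group had at least 3. For the cytoplasmic IGF2BP3 knockout and the control, 2 of the 35 splits of the 8 libraries gave as many calls as the real one, 11781. The other one exchanged knockout and control within batches 3 and 4 and followed the batches elsewhere, and its model is equivalent because the batch terms absorb the libraries of batches 1, 2 and 5. These groupings cannot be told apart by the splits, and 1 of the 35 could not be fitted. For nuclear and cytoplasmic RNA of the control, 1 of the 35 splits, the real one, gave as many calls as the 10700 found, where 32 could be fitted. The real one was also the only one with as many calls among the 8 that parted every same-batch pair.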
